A study of Homo sapiens with 8 samples.

How the data were processed

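Ribosome profiling (Ribo-seq), which sequences the short mRNA fragments that translating ribosomes shield from nuclease, was measured in 8 libraries of IMR32 cells, a human neuroblastoma line that carries amplified MYCN. Cells of 4 libraries had been treated with CR31B, an analogue of silvestrol from the rocaglate class, which binds the RNA helicase eIF4A. The other 4 libraries came from cells given the solvent DMSO. Per the labels, treatment lasted 6 h and cycloheximide, which halts elongating ribosomes, was added before harvest. Per the labels' protocols, lysates were digested with RNase I, protected fragments were isolated from a gel by size, and libraries were made with a small RNA kit while probes blocked ribosomal RNA. The libraries were read as single-end sequences in more than 1 sequencing run, and the labels do not say which library was in which run, so no run effect could be computed.

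The authors deposited 1 table of TPM (transcript abundance scaled for length and to a fixed sum per library) for 60651 genes in the 8 libraries, with versioned Ensembl gene identifiers. Neither the labels nor the file header state the aligner, the quantification tool, the genome build, the annotation, the strand setting or how reads with several equally good positions were assigned. Each table column was matched to its library by the library's description, and no column was left over. TPM divides by transcript length and forces each library to the same sum, so a rise in 1 class of RNA lowers all others. RNA not expected to carry ribosomes also counts toward that sum: small nuclear RNA genes took from 10.4% to 17.1% of TPM per library, and the highest gene took from 7.28% to 13.3%. Symbols were found for 60481 of the 60651 identifiers in a table of gene names, and 170 had none. GENCODE release 29 gave gene types, exon overlaps and transcript sequences for 58405 identifiers with the version suffix ignored. Because the build of the deposited table is not stated, no genomic coordinates are given.

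Values were analysed as log2(TPM + 1). A gene was tested when its mean over the 8 libraries was at least 1 TPM, which left 11778 genes. Each gene was fitted with limma (lmFit, then eBayes with a mean-variance trend; limma version 3.58.1 in R version 4.3.3), with the treatment as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. No count model was applied, since TPM values are not counts. The fit was tested on 5 simulated tables in which 200 genes were changed by known amounts on the log2(TPM + 1) scale. On average 55.9% of the changed genes and 91.1% of those changed 4-fold on that scale were recovered. Of the calls 4.61% were false, and estimated fold changes had a slope of 0.998 on the true ones. That slope was largely built in, and the understatement for low genes was not tested. Simulated noise was independent between genes and between libraries. In the data, libraries with the same replicate number deviated together, so the percent of false calls need not hold for them. Single values were compared between groups by a two-sided exact permutation test over the 70 assignments of 4 and 4 libraries, whose smallest possible p is 0.0286. Python version 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the other steps.

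Before the data were examined, 11 gene lists were written from general knowledge: cytosolic ribosomal proteins, other mRNAs with a 5′ terminal oligopyrimidine (TOP) motif, mitochondrially encoded proteins, nuclear-encoded respiratory chain, mitotic spindle and G2/M genes, oncogenes published as rocaglate-sensitive, ATF4 and integrated stress response (ISR) genes, adrenergic neuroblastoma identity factors, immediate early genes, p53 targets, and eIF4F with its regulators. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 11 lists, and again with fry and with camera at a correlation estimated from the data. The percent of TPM in 3 classes (mitochondrially encoded proteins, cytosolic ribosomal proteins and the 100 highest genes) was compared by the exact permutation test. The genes named in the report were fixed by a rule, also set before the data were examined. TPX2, MYCN, EIF4A1 and EIF4A2 were always named. Of genes with a mean of at least 10 TPM, an adjusted p under 0.05 and all 4 libraries of 1 group above all 4 of the other, the 5 with the largest rise and the 5 with the largest fall were named. From each list, the significant member with the largest rise and that with the largest fall were added. An item that the rule selected is not reported here. A few further genes were singled out after their values were seen, and the text says so where they appear.

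Replicate numbers 1 to 4 occur in both groups, and the labels do not say what a number stands for. After the group means were removed, libraries with the same number deviated together, with correlations across genes of 0.333, 0.324, 0.301 and 0.105 for replicates 1 to 4. Libraries of different groups and different numbers had correlations from -0.206 to 0.134, with a median of -0.123. The numbers were therefore treated as pairs in an alternative fit with the replicate number as a block.

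Read depth is not stated. For genes with a single annotated transcript of 60 to 500 nt (17761 genes), low TPM values multiplied by transcript length less 27 nt fell on whole multiples of a step, which is the value of 1 read. The step was from 10.9 to 22.75 TPM nt across the libraries, so that 1 TPM on a transcript of 100 nt rested on 3.21 to 6.70 reads, and longer transcripts rested on proportionally more. The step of CR31B libraries was 1.40 times that of DMSO libraries as a ratio of geometric means (exact permutation p of 0.0857), and the groups overlapped. The step depends on the lengths of the transcripts read as well as on depth, so read totals were also estimated, by summing TPM times length over the step for genes with a single transcript or a chosen coding transcript. These read numbers are estimates, reads carry no molecular identifiers and are not independent molecules, and no counting interval was attached to any value.

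Alternatives set before the data were examined were other pseudocounts, other filters on low values, median centring, quantile normalization, rescaling without mitochondrially encoded and ribosomal protein genes, other variance settings, array weights, the replicate block and leaving out each library in turn. Rescaling TPM over protein-coding genes alone was added after seeing the data. Matched RNA-seq was not used here, so a change in footprints does not separate mRNA level from translation.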

Results

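The data were ribosome-footprint levels (TPM) in IMR32 neuroblastoma cells after 6 h of CR31B (n = 4 libraries) or DMSO (n = 4 libraries). From 17857 to 22270 genes were listed above 0 per library, with a mean of 19086 ± 852 in CR31B and 20946 ± 1359 in DMSO (SD, n = 4 each). In CR31B it was lower in 4 of 4 replicate pairs, while the groups overlapped (exact permutation p of 0.114, and 0.125 within pairs, the smallest that 4 pairs allow). A further 32087 genes were listed at 0 in all 8 libraries. Protein-coding genes took from 51.8% to 61.3% of TPM. Correlations of log2(TPM + 1) between libraries across tested genes ran from 0.963 to 0.987 within groups and from 0.946 to 0.975 between groups. The first principal component held 33.5% of the variance and separated the groups, with scores from 11.04 to 39.5 in CR31B and from -25.3 to -11.3 in DMSO. The second component held 19.8%. Depth was estimated from the value of 1 read in each library and from transcript lengths. The estimated number of reads in the CR31B library was 92.4%, 57.8%, 82.9% and 56.6% of that in the DMSO library of the same replicate number, while the groups overlapped (exact permutation p of 0.0571). TPX2 rested on an estimated 5568 to 9442 reads per library, taking its annotated transcript of 3497 nt as the length used.

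The first comparison asked which footprint levels changed under the eIF4A inhibitor. Of 11778 genes tested, 879 had a limma adjusted p under 0.05, with 406 higher and 473 lower in CR31B, and 2752 had an unadjusted p under 0.05. An absolute log2 fold change of at least 1 was also reached by 180 genes, of which 92 were higher and 88 lower. The median log2 fold change of all tested genes was 0.029. Groups did not overlap for 860 of the 879 genes and for 1910 of all tested genes, or 16.2% against 2.86% by chance. As a ratio, leaving out DMSO replicate 4 moved the count most, to 405 genes. With the replicate number as a block, 1453 genes passed, 680 higher and 773 lower. Of the 879 genes, 791 were protein-coding. Among processed pseudogenes 20 were lower and 3 higher, whereas among antisense genes 15 were higher and 4 lower; both types can share reads with other genes, and the strand setting of the counting is not stated.

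**Figure D1:**
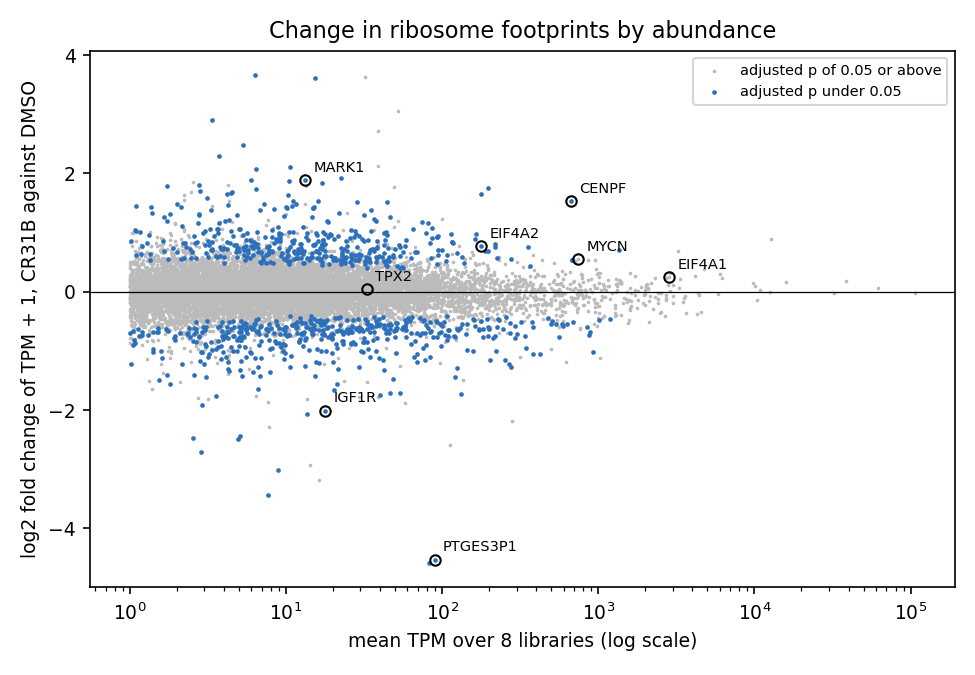
Each point is 1 of the 11778 tested genes, with its mean TPM over the 8 libraries on a log axis and its log2 fold change of TPM + 1, CR31B against DMSO, on the other axis; blue points have a limma adjusted p under 0.05. The 406 blue points above 0 and the 473 below it spread over low and high abundance, and TPX2 lies near 0.

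The series title names TPX2 as a target downstream of eIF4A in MYCN-driven neuroblastoma, so the second comparison asked whether the footprints of TPX2, of MYCN and of the eIF4A paralogs differed. TPX2 (ENSG00000088325.16), a spindle assembly factor, was at 33.5 ± 4.08 TPM in CR31B and 32.4 ± 3.25 TPM in DMSO (SD, n = 4 each). Its log2 fold change was 0.045 (SE 0.12, 95% confidence interval -0.22 to 0.31, limma adjusted p of 0.871, exact permutation p of 0.600), and it was higher in CR31B in 2 of the 4 replicate pairs. No difference in its share of TPM was thus detectable. Each library has the same TPM sum, so a fall common to all footprints would not be seen. The estimate depended on 1 library for its sign: without CR31B replicate 3, which stood at 39.55 TPM, it was -0.036.

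MYCN (ENSG00000134323.12) was at 891 ± 230 TPM in CR31B and 593 ± 55.9 TPM in DMSO (SD, n = 4 each), with a log2 fold change of 0.55 (SE 0.19, 95% confidence interval 0.13 to 0.97). It was higher in CR31B in 4 of 4 replicate pairs. The limma adjusted p was 0.110 over all genes tested and 0.0299 adjusted over the list alone (the 4 study genes), and the exact permutation p was 0.0857, so the call depended on the adjustment. With the replicate block the limma adjusted p was 0.0301, and over all alternatives it ran from 0.0245, without CR31B replicate 2, to 0.287. An antisense gene, MYCNOS, overlaps MYCN exons. It was tested separately, with a log2 fold change of -0.0076, and how reads were divided between the strands is not stated.

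EIF4A1 (ENSG00000161960.16) was at 3084 ± 527 TPM in CR31B and 2584 ± 232 TPM in DMSO (SD, n = 4 each), a log2 fold change of 0.24 (SE 0.15, limma adjusted p of 0.378, 0.190 adjusted over the list alone). It was higher in 4 of 4 pairs, but the difference was within the spread between libraries (exact permutation p of 0.114), and without CR31B replicate 1 the log2 fold change was 0.13. EIF4A2 (ENSG00000156976.17) rose from 130.6 ± 14.2 TPM in DMSO to 226 ± 39.4 TPM in CR31B (SD, n = 4 each). Its log2 fold change was 0.78 (SE 0.14, 95% confidence interval 0.47 to 1.09, limma adjusted p of 0.00974, 0.000839 adjusted over the list alone), with all CR31B libraries above all DMSO libraries (exact permutation p of 0.0286, the smallest possible). Adjusted over the list alone, 2 of the 4 study genes passed 0.05, against 1 over all genes tested. The paralogs are similar in sequence and both overlap small nucleolar RNA genes, so their separate values carry some uncertainty from read assignment.

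**Figure D2:**
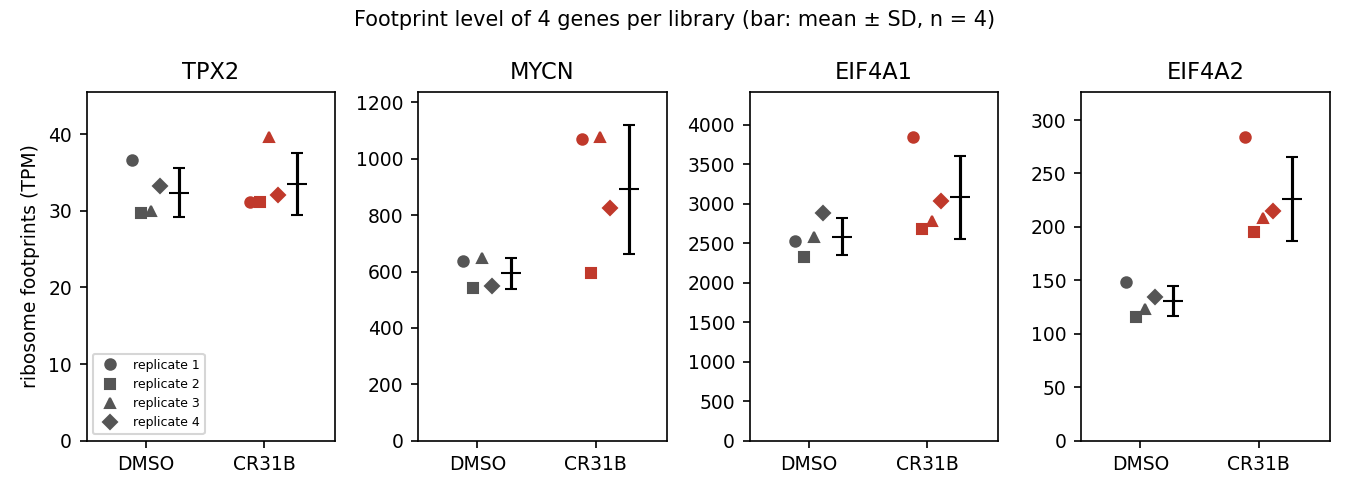
Footprint level in TPM of TPX2, MYCN, EIF4A1 and EIF4A2 in each library, with marker shapes for replicate numbers and bars for the mean ± SD of 4 libraries per group. EIF4A2 libraries of CR31B all lie above those of DMSO, whereas the groups overlap for the other 3 genes.

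Of the genes named by the rule for the largest changes, rises were found in MARK1, GPRASP2 and a pair of non-coding genes without a symbol. MARK1 (ENSG00000116141.17) went from 5.04 ± 0.594 to 21.5 ± 3.41 TPM, a log2 fold change of 1.89 (SE 0.14, limma adjusted p of 9.33e-05). GPRASP2 (ENSG00000158301.18) rose from 3.91 ± 0.324 to 17.03 ± 2.51 TPM, by 1.87 on the log2 scale (SE 0.13, limma adjusted p of 9.33e-05). It shares exons with the readthrough gene ARMCX5-GPRASP2, so its value is uncertain. The lincRNA ENSG00000260657.2 was at 21.4, 22.04, 42.3 and 30.8 TPM in CR31B replicates 1 to 4 and at 1.78, 3.05, 0 and 1.86 TPM in DMSO replicates 1 to 4. The antisense gene ENSG00000263756.1 rose by 1.92 on the log2 scale (SE 0.18, limma adjusted p of 0.000562). Their exons overlap FEM1B and BRD2 on the opposite strand, respectively, so both are reported as uncertain.

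The falls were in IGFBP5, IGF1R, PAFAH1B1 and a pair of processed pseudogenes. IGF1R (ENSG00000140443.15), a growth factor receptor, went from 28.8 ± 5.60 to 6.77 ± 3.09 TPM (log2 fold change -2.01, SE 0.27, limma adjusted p of 0.00253). IGFBP5 (ENSG00000115461.5), which encodes a binding protein for insulin-like growth factors, went from 22.7 ± 11.01 to 4.76 ± 2.64 TPM, a log2 fold change of -2.07 (SE 0.45, limma adjusted p of 0.0211). PAFAH1B1 (ENSG00000007168.14) went from 62.4 ± 7.04 to 18.1 ± 3.68 TPM, a log2 fold change of -1.74 (SE 0.15, limma adjusted p of 0.000412). Its exons overlap RN7SL608P on the same strand and other annotated genes on the opposite strand. IGFBP5 exons overlap an annotated gene on the opposite strand. No overlapping gene of either was among those tested, so some uncertainty of read assignment remains for both. PTGES3P1 (ENSG00000234518.2) and CKS1BP2 (ENSG00000225976.5), with log2 fold changes of -4.53 (SE 0.58) and -1.73 (SE 0.39), are copies of PTGES3 and CKS1B, and their values are uncertain because reads can be shared with those genes. In each of these genes with a rise or a fall, all 4 libraries of 1 group lay above all 4 of the other.

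The third comparison took the 11 gene lists. The ISR list, genes induced by the transcription factor ATF4 under stress, rose: 29 of its 30 tested members had a log2 fold change above 0, with a median of 0.81 (limma camera adjusted p of 2.61e-15). Per library, the list median relative to the DMSO mean was 0.75 ± 0.14 in CR31B and 0.0016 ± 0.13 in DMSO (SD, n = 4 each), with no overlap (exact permutation p of 0.0286). All genes considered, 19 of its members passed, each of them higher. Adjusted over the list alone 25 passed, among them HERPUD1, the member that fell (log2 fold change -0.56). In addition, 3 members also stood in another list. The immediate early list (18 tested of 37 genes, 6 shared with other lists) had a median of 0.16 with 14 members above 0 (limma camera adjusted p of 0.0310), and its library medians did not overlap (exact permutation p of 0.0286). In the immediate early list 2 members passed over all genes and 4 adjusted over the list alone. Library medians also did not overlap for eIF4F and its regulators, and the exact permutation p of these 3 lists was 0.105 adjusted over the 11 lists. Both lists also passed with fry, at adjusted p of 0.00391 and 0.0270 in limma. Neither passed when camera estimated the correlation between genes from the data, which moved the adjusted p most, to 0.282 for ISR and 0.503 for immediate early genes.

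No other list passed the preset camera test. Cytosolic ribosomal proteins had a median log2 fold change of -0.12, with 22 of 79 members above 0 and a limma camera adjusted p of 0.0646. With the replicate block that value was 0.0126, and it ran from 4.40e-05 to 0.886 over all alternatives. Without CR31B replicate 3 the ribosomal protein median was -0.032, and without DMSO replicate 3 it was -0.23. The median of p53 targets was 0.16 (limma camera adjusted p of 0.362), of eIF4F and its regulators 0.12 (0.524) and of the nuclear-encoded respiratory chain 0.085 (0.438). Without CR31B replicate 3 the median of p53 targets was 0.014 and that of eIF4F 0.21, and without CR31B replicate 1 that of the respiratory chain was 0.030. Adrenergic identity factors had a median of -0.064 (0.524) and rocaglate-sensitive oncogenes one of -0.077 (0.597). These were -0.019 without CR31B replicate 2 and -0.0060 without CR31B replicate 3, respectively. Medians near 0 were found for G2/M genes, at -0.026 (0.524) and positive after rescaling over protein-coding genes, and for other TOP mRNAs and mitochondrially encoded proteins, at -0.024 and -0.036 (0.645 each), both positive after quantile normalization. Values in parentheses are limma camera adjusted p. In the same order from ribosomal proteins on, 3, 4, 3, 3, 4, 5, 5, 1 and 0 members passed over all genes, and 1, 7, 3, 2, 8, 5, 5, 0 and 0 passed adjusted over the list alone.

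**Figure D3:**
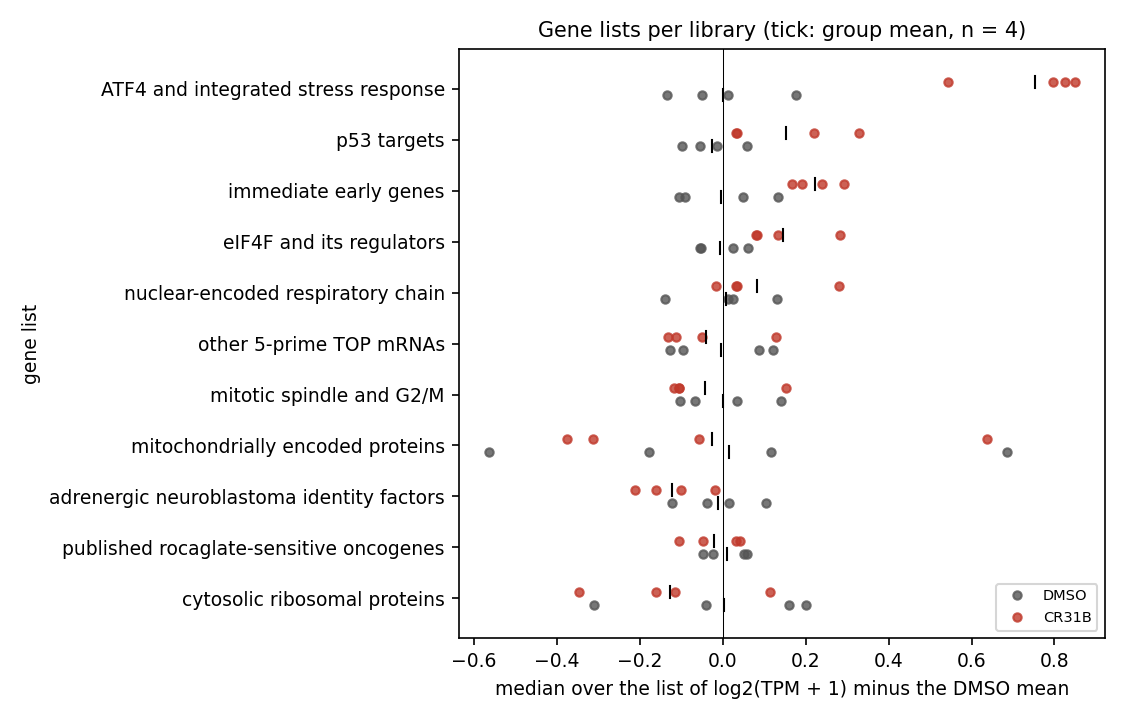
Median over each gene list of log2(TPM + 1) minus the DMSO mean of the gene, 1 point per library, with a tick at the mean of 4 libraries per group. The CR31B points of the ISR list lie apart from its DMSO points, around a mean of 0.75.

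Single members stood out within lists whose median hardly moved. CENPF, the member of the G2/M list with the largest rise, went from 341 ± 85.1 to 989 ± 282 TPM (log2 fold change 1.53, SE 0.23, limma adjusted p of 0.00418). Its mean over the 8 libraries was the highest of that list, a ranking that includes this rise. The gene-level values do not show whether its reads came from the coding sequence, so the rise is uncertain. ANLN, with the largest fall there, changed by -0.89 (limma adjusted p of 0.0109). In the eIF4F list EIF4G1 rose by 0.92 and EIF4G2 changed by -0.75 (limma adjusted p of 0.00380 and 0.00418). In the list of published rocaglate-sensitive oncogenes VEGFA rose by 1.07 and BCL2 changed by -1.01 (limma adjusted p of 0.00515 and 0.00568). VEGFA exons overlap an antisense gene that was more abundant and rose more, so the VEGFA rise is uncertain while the strand setting is unknown. Among ribosomal proteins RPL41 rose by 0.76 and RPS14 changed by -0.60. TPT1, a TOP mRNA, changed by -0.50. In the respiratory chain ATP5F1E rose by 1.08 and COX6B1 changed by -0.45. Many of these small abundant genes have pseudogene copies, and their values are uncertain to that extent. CHAC1 had the largest rise of the ISR list, at 1.59, and ATF3 that of the immediate early list, at 1.27; ATF3 is also an ISR gene. TBX2 rose by 0.95 and KLF13 changed by -0.51 among adrenergic factors, and SESN2 rose by 0.82 and CDKN1A changed by -0.65 among p53 targets. SESN2 is also an ISR gene, and its mean over all libraries was low, at 1.29 TPM. For each of these 17 genes the groups did not overlap. The calls of KLF13, COX6B1, RPS14 and TPT1 were among the least stable, holding in 10 of 19, 12 of 20, 12 of 19 and 13 of 20 alternatives. Of the genes chosen by the naming rule, 16 of 31 have exons that overlap another annotated gene on either strand.

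The fourth comparison asked whether large classes of RNA took another share of TPM, since such a shift would move all other values. Mitochondrially encoded proteins took 0.224% ± 0.0838 in CR31B and 0.234% ± 0.0960 in DMSO (SD, n = 4 each; exact permutation p of 0.829, adjusted 0.829), and the sign of this difference turned without CR31B replicate 1, without CR31B replicate 4 or without DMSO replicate 3. Cytosolic ribosomal proteins took 7.78% ± 0.916 and 8.54% ± 1.14 (exact permutation p of 0.371, adjusted 0.729), lower in CR31B in 4 of 4 pairs. That difference ran from -1.27 percentage points without DMSO replicate 3 to -0.414 without CR31B replicate 3. The 100 highest genes took 53.9% ± 3.22 and 52.6% ± 1.82 (exact permutation p of 0.486, adjusted 0.729). Their difference of 1.29 percentage points was 2.86 without CR31B replicate 1 (exact permutation p of 0.0571) and 0.484 without CR31B replicate 4. With all 8 libraries, none of the 3 differences exceeded the spread between libraries. The mitochondrial class is too small to move other values much, and other large classes were not tested. Small nuclear RNA genes, for example, took from 10.4% to 17.1% of TPM per library. Rescaling over protein-coding genes gave 672 higher genes, against 406 in the main fit, so an influence of composition is not excluded.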

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

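The tests that rescale TPM over protein-coding genes were chosen only after the results below were seen. Of 88 groups of 4 libraries, 7 held a library far from the other 3, measured by its gap to the nearest one as a share of the group's range; 4.4 would be expected by chance, so single cases deserve little weight.

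CR31B replicate 1 had 61.3% of its TPM in protein-coding genes, against 51.8% to 52.3% in the other 3 CR31B libraries. The same library had the highest median of the G2/M list, 0.15 on the log2 scale against -0.12 to -0.10 in the others. A larger share of protein-coding RNA lifts all coding genes of a library, and it may account for the list value: after rescaling over protein-coding genes, the gap to the nearest CR31B library went from 0.26 to 0.025. Why this library held more coding sequence was not tested, and no biological explanation was tested, since the library shares its treatment with the other 3.

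TPX2 stood at 39.55 TPM in CR31B replicate 3, against 31.07 to 32.09 TPM in the other CR31B libraries. The share of protein-coding RNA is not what set it apart, because the gap after rescaling was 0.29 on the log2 scale, as it was before. The value rests on an estimated 6032 reads. Variation between cultures and chance stay open, and this library alone sets the sign of the TPX2 estimate.

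In the DMSO group, CDKN1A stood at 34.13 TPM in replicate 4, against 23.64 to 25.33 TPM in the others. CHAC1 stood at 1.51 TPM in replicate 1 against 0.88 to 0.96 TPM, and MARK1 at 5.92 TPM in the same replicate against 4.62 to 4.84 TPM. VEGFA was low in replicate 2, at 1.46 TPM against 2.16 to 2.29 TPM. After rescaling over protein-coding genes, the log2 gap to the nearest DMSO library was 0.36 for CDKN1A (0.42 before), 0.33 for CHAC1 (0.36 before), 0.17 for MARK1 (0.24 before) and 0.38 for VEGFA (0.36 before), so the share of coding RNA did not remove these deviations. For CHAC1, MARK1 and VEGFA the distance between the groups was larger than these gaps, with log2 fold changes of 1.59, 1.89 and 1.07. What set these libraries apart stays open, and no biological explanation was tested.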

How the results depend on the processing

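No test in this part was chosen after the result was seen except the rescaling over protein-coding genes, which was added after seeing the data. Over the results that answer a comparison, 370 values kept their direction and their side of the threshold, 6 became weaker, 14 stronger, 16 reversed and 24 counts moved. None of the 879 genes changed sign under an alternative that tested it. Of them, 534 were tested with a mean of at least 10 TPM and 791 over protein-coding genes. Without mitochondrial and ribosomal protein genes 876 were tested, and all under the others. Groups did not overlap for 860 of the 879. For these, only the alternatives that rescale or normalize libraries could have turned the sign, so its stability under the others was given in advance. For the 27 genes that the naming rule chose beside the study genes, 475 values stayed and 53 became weaker, the most (8 each) without a filter, without DMSO replicate 1 and without DMSO replicate 4. The call held least often for KLF13 (10 of 19 alternatives), COX6B1 (12 of 20), RPS14 (12 of 19), TPT1 (13 of 20), and IGFBP5, TBX2 and CDKN1A (14 of 20 each). EIF4A1 and EIF4A2 kept direction and side of the threshold under every alternative, at 0.13 to 0.31 and 0.66 to 0.84. The share of calls that were higher ran from 37.6% (median-centred) to 54.3% (rescaled over protein-coding genes) across scalings, against 46.2%.

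With a pseudocount of 5, 72 genes passed with the fold change, the ISR median was 0.50, its lowest over the alternatives and still significant, and the immediate early median was 0.082 and no longer significant; a larger pseudocount shrinks the change of low genes. Without a filter 28564 genes were tested and 442 passed, 181 higher and 261 lower, and the lists of ribosomal proteins (-0.12), respiratory chain (0.085) and p53 targets (0.10) became significant. The immediate early median was 0.042 there, its lowest, with a limma adjusted p of 0.0471 within a range of 0.0114 to 0.503 over the alternatives. With a mean of at least 10 TPM, 89 genes passed with the fold change. Fewer members then remained to be tested: the oncogene median turned to 0.099, that of p53 targets to -0.017, and the immediate early median of 0.39 was not significant.

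Median centring gave 734 lower genes. Quantile normalization turned the medians of other TOP mRNAs to 0.016 and of mitochondrially encoded proteins to 0.028, and the respiratory chain, at 0.13, became significant. Array weights gave 1321 genes, 773 of them lower, and made ribosomal proteins significant at -0.18. Rescaling over protein-coding genes gave 672 higher genes, made MYCN (0.59) and ribosomal proteins (-0.0898) significant, and turned the G2/M median to 0.0085. The cause was not tested for these.

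The replicate block, in which the pairing by number absorbs shared variation, gave 1453 genes, 680 higher and 773 lower, of which 866 were among the 879. MYCN, at 0.55, and ribosomal proteins, at -0.12, became significant with it. Of the study genes, the genes chosen by the naming rule and the lists, no other changed its call with the block. With the correlation estimated by camera, the ISR list (0.81) and the immediate early list (0.16) were no longer significant, at limma adjusted p of 0.282 and 0.503.

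Across the 8 fits that each left out 1 library, from 405 to 785 genes passed, 197 to 393 of them higher and 208 to 486 lower, with the lowest count of each without DMSO replicate 4; fewer samples lower the power. The MYCN log2 fold change ran from 0.45 to 0.73, and it was significant without CR31B replicate 2. That of TPX2 ran from -0.036, without CR31B replicate 3, to 0.10. The ribosomal protein median ran from -0.23 to -0.032 and was significant without CR31B replicate 1, 2 or 4 or DMSO replicate 3. Mitochondrially encoded proteins ran from -0.27 to 0.18, with a positive sign without CR31B replicate 1 or 4 or DMSO replicate 3, and their share of TPM differed by -0.052 to 0.034 percentage points, with a positive sign in the same 3 fits. Other TOP mRNAs ran from -0.10 to 0.037, positive without DMSO replicate 1 or CR31B replicate 2, and G2/M genes from -0.096 to 0.025, positive without DMSO replicate 1 or CR31B replicate 4. The immediate early median ran from 0.096 to 0.19 and was not significant without DMSO replicate 2 or CR31B replicate 4. Some values moved by over 1.5 times with no change of call. The median of p53 targets ran from 0.014, without CR31B replicate 3, to 0.22, and that of oncogenes from -0.15, without DMSO replicate 3, to -0.0060, without CR31B replicate 3. The respiratory chain ran from 0.030, without CR31B replicate 1, to 0.14, without DMSO replicate 1. Adrenergic factors ran from -0.11, without DMSO replicate 2, to -0.019, without CR31B replicate 2, and eIF4F from 0.074, without CR31B replicate 1, to 0.22, without DMSO replicate 4. The difference in the share of the 100 highest genes ran from 0.484 percentage points, without CR31B replicate 4, to 2.86, without CR31B replicate 1. The ISR median ran from 0.72 to 0.85 and stayed significant in each fit. Depth limits short genes most, since 1 TPM on 100 nt rests on as few as 3.21 reads.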

Other observations

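The counts of splits for the 2 single lists, the comparison of splits by how they mix the treatments, the thinning by read totals and the tests of TPX2 reads and of EIF4A2 against EIF4A1 were chosen only after the result was seen.

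The 8 libraries can be divided into 4 and 4 in 35 ways. The true division gave 879 genes with an adjusted p under 0.05, and 1 of the 35 splits, the true one, gave as many. The largest count of another split was 1 gene. Every other split mixes the treatments, so differences between CR31B and DMSO libraries widen its residual spread. Low counts there follow whatever the cause of those differences, and the size of the gap is no separate support. The count of 180 genes with the fold change was also reached in 1 of the 35 splits. Of the 8 splits that part all 4 replicate pairs, 1 gave as many as 879 genes, the true one, and the other 7 gave 0. For gene lists the outcome differed: 21 of the 35 splits gave at least 2 lists past the preset camera test, with up to 7 lists. Of the 8 splits that part all pairs, 3 did so: the true one and others that keep 3 CR31B libraries together. Splits that keep 3 libraries of a treatment together retain part of the real contrast, but at least 2 lists also passed in 8 of the 18 splits with 2 CR31B libraries on each side. However, each of these 8 splits parted at most 2 replicate pairs, so variation shared by replicate number may enter them, unlike the true division. The splits with 2 CR31B libraries on each side that part all 4 pairs gave 0 lists. Whether a number of 2 lists exceeds what divisions unrelated to treatment give therefore stays open.

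The rise of the ISR list did not share that uncertainty in its size. Its median of 0.81 was reached in 1 of the 35 splits, the true one, and the largest median of another split was 0.57, in a split that kept 3 CR31B libraries together. In the 18 splits with 2 CR31B libraries on each side the largest was 0.21. These ranks largely restate that the library medians of the list did not overlap. Library scaling was not enough to explain the rise, because the lowest median over the scalings tried was 0.77. A pseudocount of 5, which shrinks low genes, gave 0.50. Noise of weak genes was not enough either: the 18 members with a mean of at least 10 TPM had a median of 0.75, with 17 above 0 and no overlap between groups (exact permutation p of 0.0286). With these technical explanations disfavoured, a candidate explanation is that CR31B engaged the ISR. An effect of sequencing runs stays open, because the labels do not assign libraries to runs. ATF4 itself, chosen after its values were seen, went from 159 ± 35.3 to 277 ± 50.6 TPM (log2 fold change 0.81, limma adjusted p of 0.0338). Whether ATF4 target mRNAs rose or were translated more was not tested, and HERPUD1 was the member that fell, at -0.56, with no overlap between groups.

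The immediate early list was weaker. Its median of 0.16 was matched or exceeded in 5 of the 35 splits, the true one included. The other 4 splits kept 3 CR31B libraries together and so part of the real contrast, and none of the 18 splits with 2 on each side reached it (largest 0.12), so whether the rise exceeds an arbitrary division of the libraries stays open. Its call also needed the 2 genes shared with the ISR list: the other 16 tested members had the same median of 0.16, but their limma camera adjusted p was 0.0646. Genes in common with the ISR list may thus account for the list passing the threshold, although fewer genes also lower the power.

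Rocaglates clamp eIF4A on purine-rich RNA, so a dependence of the change on the 5′ untranslated region (UTR) was examined over 10033 of the 10382 tested protein-coding genes, with 6 sequence features fitted together in each library and their slopes compared between groups. Slopes, in log2 units per SD of the feature, were lower under CR31B for the longest purine run by -0.039 (exact permutation p of 0.0286, adjusted 0.0857, lower in 4 of 4 pairs), for 5′ UTR length by -0.023 (0.0286, adjusted 0.0857, lower in 4 of 4 pairs) and for 5′ UTR GC content by -0.026 (exact permutation p of 0.0857, adjusted 0.129, lower in 4 of 4 pairs). The difference was 0.028 for upstream AUGs (exact permutation p of 0.0857, adjusted 0.129, positive in 3 of 4 pairs), 0.028 for coding sequence length (0.171, adjusted 0.206, positive in 4 of 4 pairs) and -0.0032 for coding sequence GC content (0.971, adjusted 0.971, positive in 2 of 4 pairs). None passed the adjustment. With 4 against 4 libraries the smallest p is 0.0286, and a pair of features at that value among 6 cannot pass. For the purine run, the slopes were -0.019 ± 0.0082 in CR31B and 0.019 ± 0.0049 in DMSO (SD, n = 4 each) and did not overlap. All slopes were fitted after the mean of each gene over the 8 libraries was subtracted. The group means are therefore opposite in sign by construction, and only their difference carries information. Fitted 1 feature at a time, the exact permutation p was 0.0571 for the purine run and 0.286 for 5′ UTR length, so the separation depended on the other features in the fit. A dependence on purine runs stays open. The differences were small: genes in the lowest quartile of purine run length had a median log2 fold change of 0.069 and those in the highest 0.0038. The annotated 5′ UTR may not be the one used in IMR32 cells, which would blur slopes such as -0.039.

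Processed pseudogenes were mostly called lower (20 against 3). Across the 302 pseudogenes with a tested parent gene, which are not independent replicates and have 234 distinct parents, the fold changes of copy and parent had a Spearman rho of 0.313 and a Pearson r of 0.273 (permutation p of 0.0001 for rho, the smallest that 10000 resamples can give). Of the 15 called lower with a tested parent, 11 had a parent with a log2 fold change below 0. Shared reads are consistent with this rho of 0.313. They need not be the whole cause, since the median was -0.18 for these pseudogenes and -0.050 for their parents. PTGES3P1, at -4.53, went far beyond PTGES3, at -0.43, and CKS1BP2, at -1.73, beyond CKS1B, at -0.38.

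Fewer genes were listed above 0 in CR31B than in DMSO in each of the 4 pairs. Lower depth is a possible explanation, since a read was worth more TPM in the CR31B library of each pair. After the DMSO reads of single-transcript genes were thinned by the ratio of these read values, DMSO still had 275, 239, 113 and 320 more of these genes detected in pairs 1 to 4, against 341, 475, 183 and 576 before. Thinned by the estimated read totals instead, the excess was 303, 225, 118 and 272 genes. The smallest excess of 113 genes argues against depth as the whole cause, although duplicate reads, which cannot be recognised here, leave lower library complexity open.

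Few reads do not explain why no TPX2 change was detected, since its lowest estimate was 5568 reads per library, although reads are not independent molecules. The spread between libraries leaves log2 changes from -0.22 to 0.31 in its share of TPM open. A change common to all footprints would not show in TPM, so absolute TPX2 translation is not bounded by these values. EIF4A2 exceeded EIF4A1 in its log2 change in all 4 pairs, by 0.33, 0.55, 0.64 and 0.60. Reads shared with EIF4A1 would pull both genes together, so the smallest excess of 0.33 argues against them as the cause of the EIF4A2 rise. Whether CR31B raises EIF4A2 mRNA or its translation stays open.

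CENPF had the highest mean footprint level of the G2/M list, 665 TPM over the 8 libraries, against 262 TPM for PTTG1, the next. The list median was 33.96 TPM. The CENPF mean includes its rise under CR31B: in DMSO it was at 341 ± 85.1 TPM, and at 249.54 TPM in DMSO replicate 4. Its lead over PTTG1 was thus smaller without CR31B, since PTTG1 changed by only 0.052 on the log2 scale. No other annotated gene overlaps its exons. The high CENPF level was noticed after the values were seen, and its origin was not tested.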
